# Induction of protective interferon-β responses in murine osteoblasts following *Staphylococcus aureus* infection

**DOI:** 10.3389/fmicb.2022.1066237

**Published:** 2022-12-02

**Authors:** M. Brittany Johnson, Kelli H. Furr, Samantha R. Suptela, Whitney Leach, Ian Marriott

**Keywords:** osteoblasts, *Staphylococcus aureus*, osteomyelitis, interferon-beta, interferon stimulated genes

## Abstract

**Introduction:**

The refractory and recurrent nature of chronic staphylococcal osteomyelitis may be due, at least in part, to the ability of *Staphylococcus aureus* to invade and persist within bone-forming osteoblasts. However, osteoblasts are now recognized to respond to *S*. *aureus* infection and produce numerous immune mediators and bone regulatory factors that can shape the host response. Type I interferons (IFNs) are best known for their antiviral effects, but it is becoming apparent that they impact host susceptibility to a wide range of pathogens including *S*. *aureus*.

**Methods:**

Here, we have assessed the local expression of IFN-β by specific capture ELISA in an established in vivo mouse model of staphylococcal osteomyelitis. RNA Tag-Seq analysis, specific capture ELISAs, and/or immunoblot analyses, were then used to assess the expression of type I IFNs and select IFN stimulated genes (ISGs) in *S*. *aureus* infected primary murine osteoblasts. The effect of IFN-β on intracellular *S*. *aureus* burden was assessed in vitro following recombinant cytokine treatment by serial colony counts of liberated bacteria.

**Results:**

We report the presence of markedly elevated IFN-β levels in infected bone tissue in a mouse model of staphylococcal osteomyelitis. RNA Tag-Seq analysis of *S*. *aureus* infected osteoblasts showed enrichment of genes associated with type I IFN signaling and ISGs, and elevated expression of mRNA encoding IFN-β and ISG products. IFN-β production was confirmed with the demonstration that *S*. *aureus* induces its rapid and robust release by osteoblasts in a dose-dependent manner. Furthermore, we showed increased protein expression of the ISG products IFIT1 and IFIT3 by infected osteoblasts and demonstrate that this occurs secondary to the release of IFN-β by these cells. Finally, we have determined that exposure of *S*. *aureus*-infected osteoblasts to IFN-β markedly reduces the number of viable bacteria harbored by these cells.

**Discussion:**

Together, these findings indicate an ability of osteoblasts to respond to bacteria by producing IFN-β that can act in an autocrine and/or paracrine manner to elicit ISG expression and mitigate *S*. *aureus* infection.

## Introduction

*Staphylococcus aureus* is the most common causative agent of osteomyelitis and this condition is associated with severe inflammation and progressive bone loss. Staphylococcal osteomyelitis is often refractory to current treatment strategies and can manifest as recurrent infections (Funk and Copley, 2017; Ben-Zvi et al., 2019; Urish and Cassat, 2020). This may be due, at least in part, to the ability of *S*. *aureus* to invade and persist within bone cells (Jevon et al., 1999; Ellington et al., 2003, 2006; Mohamed et al., 2014; Strobel et al., 2016). *S*. *aureus* sequestered in the cytoplasm of bone-forming osteoblasts could provide a reservoir of bacteria and contribute to recurrent chronic staphylococcal osteomyelitis that occurs despite the presence of antibiotics and a seemingly adequate humoral response (Ellington et al., 2003, 2006; Mohamed et al., 2014). Importantly, osteoblasts are now recognized to express an array of pattern recognition receptors (PRRs), including cytosolic sensors, that enable them to respond to bacterial motifs (Gasper et al., 2002; Madrazo et al., 2003; Zou et al., 2003; Marriott et al., 2005; Chauhan and Marriott, 2010) and produce immune mediators and factors that regulate bone-resorbing osteoclast formation and activity (Madrazo et al., 2003, 2004; Marriott et al., 2004, 2005). As such, it is becoming evident that infected osteoblasts play a critical role in shaping the host response to *S*. *aureus* and the abnormal bone remodeling associated with staphylococcal infections (Marriott, 2004).

The type I interferons (IFNs), such as IFN-β, are best known for their antiviral effects, but it is becoming increasingly apparent that they can impact host susceptibility to a wide range of pathogens including bacteria (Peignier and Parker, 2021). However, these cytokines appear to exert variable effects in this regard and can be either protective or deleterious. Indeed, type I IFNs have been reported to have dual effects on *S*. *aureus* infections, with IFN-α/β receptor (IFNAR) deficient mice showing decreased mortality in a staphylococcal pneumonia model (Martin et al., 2009; Parker and Prince, 2012; Parker et al., 2014), while an anti-IFNAR1 subunit antibody has been reported to increase lung *S*. *aureus* burden (Spolski et al., 2019). Interestingly, a murine osteoblast-like cell line has been shown to express mRNA encoding IFN-β in response to polyinosinic:polycytidylic acid (Poly(I:C)), consistent with the anti-viral functions of this cytokine, and release of this protein was inferred from the ability of an IFN-β neutralizing antibody to partially inhibit osteoblast responses to this Toll like receptor 3 (TLR3) agonist (Nakamura et al., 2007). More recently, constitutive IFN-β production has been reported by osteocytes in a 3D *in vitro* co-culture system (Hayashida et al., 2014). However, the ability of osteoblasts to produce or respond to type I IFNs following *S*. *aureus* infection has not been investigated.

In the present study, we report markedly elevated IFN-β levels in infected bone tissue in a mouse model of post-traumatic staphylococcal osteomyelitis. RNA Tag-Seq analysis of *S*. *aureus* infected murine osteoblasts showed enrichment of genes associated with type I IFN signaling and IFN stimulated genes (ISGs), and elevated expression of mRNA encoding IFN-β and ISGs including IFIT1 and IFIT3. IFN-β production was confirmed with the demonstration that *S*. *aureus* induces its rapid and robust release by osteoblasts in a dose-dependent manner. Furthermore, we have demonstrated the increased expression of IFIT1 and IFIT3 proteins by infected osteoblasts and showed that such inductions occur secondary to the release of IFN-β by these cells. Finally, we have determined that exposure of *S*. *aureus*-infected osteoblasts to IFN-β can markedly reduce the number of viable bacteria harbored by these cells. Together, these findings indicate an ability of osteoblasts to respond to *S*. *aureus* challenge by producing IFN-β that can act in an autocrine and/or paracrine manner to elicit ISG expression and limit intracellular bacterial burden.

## Materials and methods

### *Staphylococcus aureus* propagation

*Staphylococcus aureus* strain UAMS-1 was grown on Luria broth (LB) agar plates overnight at 37°C in 5% CO_2_ and was cultured in LB on an orbital rocker at 37°C in 5% CO_2_ overnight. Prior to use in our *in vivo* and *in vitro* studies, bacteria were grown to mid-log phase in LB at 37°C with 5% CO_2_ and the number of colony forming units (CFU) was determined by spectrophotometry using a Genespec3 spectrophotometer (MiraiBio Inc.).

### Murine model of *Staphylococcus aureus* osteomyelitis

In these studies, we have used a murine model of *S*. *aureus* osteomyelitis, previously employed by our laboratory (Marriott et al., 2004, 2005; Chauhan and Marriott, 2010), that reproduces the pathology of human post-traumatic osteomyelitis (Spagnolo et al., 1993). Mice were anesthetized with inhalant isoflurane and the left femur was surgically exposed and abraded using a high-speed drill with a burred bit. Femurs were inoculated with *S*. *aureus* containing agarose beads, a method that induces localized infection rather than establishing a systemic bacterial infection. Agarose beads containing *S*. *aureus* were prepared by combining 1.4% low melt agarose cooled to 40–42°C with 1 × 10^9^ CFU *S*. *aureus*, followed by mineral oil addition with vigorous shaking on ice. Agarose beads were washed, stored on ice, and then administered to the abraded left femurs. Following application, the muscle fascia was sutured and the surgical incision closed with staples. At 3 days following *S*. *aureus* challenge, the infected left femur and contralateral uninfected femurs were isolated, weighed, and total protein extracted using T-PER. The protein concentration of IFN-β was evaluated by specific capture ELISA and normalized to femur weight.

### Isolation and culture of primary murine osteoblasts

Whole calvaria were isolated from two to three-day old murine neonates essentially as we have described (Bost et al., 2001; Gasper et al., 2002; Madrazo et al., 2003) with the following modifications. Briefly, primary osteoblasts were isolated from whole calvaria through six sequential 15-min trypsin/collagenase P digestions and the cells were maintained in DMEM supplement with 10% FBS and 1% penicillin/streptomycin at 37°C in a 5% CO_2_ atmosphere. At 24 h, primary osteoblasts were plated in 6-well plates at a density of 2 × 10^5^ cells per well and differentiated in αMEM supplemented with 10% FBS, 0.1 M ascorbic acid, 1 M β-glycerol phosphate, and 100 U/mL penicillin/100 μg/mL streptomycin at 37°C in a 5% CO_2_ atmosphere. The differentiation media was changed every other day until the experiment/infection at day 10, and the presence of mature osteoblasts was confirmed using an alkaline phosphatase staining kit (Abcam) and positive staining assessed by light field microscopy as we have described (Johnson et al., 2022).

### *In vitro Staphylococcus aureus* infection of osteoblasts

Cells were infected with *S*. *aureus* at multiplicities of infection (MOI) between 50:1 and 150:1 bacteria to each bone cell, as indicated, in antibiotic-free media at 37°C with 5% CO_2_ for 2 h, and then the media was replaced with media containing 100 U/mL penicillin/100 μg/mL streptomycin to kill residual extracellular bacteria for the duration of the experiment. At the indicated time points following bacterial infection, cell supernatants and whole cell protein isolates were collected. In studies evaluating intracellular *S*. *aureus* viability, infected osteoblasts (2 × 10^6^ cells) were lysed using 1% saponin in antibiotic-free media and the number of liberated viable bacteria was determined by serial colony counts.

### RNA sequence analysis

Primary murine osteoblasts were infected with *S*. *aureus* at a bacteria-to-osteoblast ratio of 75:1 and RNA was isolated using a PureLink RNA mini kit at 4 h post-infection. The Genomic Sequencing and Analysis Facility at the University of Texas at Austin prepared Tag-Seq libraries using an established method (Meyer et al., 2011) and sequenced libraries using an Illumina HiSeq 3,000. The 100 bp, single-end reads were trimmed and quality-filtered using the FastX-toolkit (Pearson et al., 1997). The trimmed SOLiD reads were mapped to the reference genome (GRCm38.p6) using BIOSCOPE V. 1.3.1 software. Differential expression analysis was performed using R package DESeq2 (Love et al., 2014). Outlier analysis was performed using the ArrayQualityMetrics R package (Kauffmann et al., 2009). Normalized and rlog-transformed counts were used in all downstream analysis (_R_3.5.0, R Core Team, 2015), following generation of a read-counts-per-gene file retaining only transcripts mapped to a single gene (included as supplemental information for (Sipprell et al., n.d.)). Gene expression heatmaps were made using the PHEATMAP package clustering expression patterns hierarchically (Wickham, 2009). A log_2_ ratio of read counts above 0.5 was considered statistically significant (padj <0.1). Pairwise comparisons between each treatment at each timepoint using Wald tests in DESeq identified significantly differentially expressed genes (DEGs) with *p*-values calculated using the Benjamini-Hochberg procedure. False discovery rate (FDR) adjustment for multiple testing resulted in 606 DEGs. 

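In infected against uninfected osteoblasts, 1076 of the 4830 genes tested had an adjusted p under 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 646 of them higher and 430 lower after infection. Of these, 703 also had an absolute log2 fold change over 0.5. Scaling by library size only called 1895 genes, 335 higher and 1560 lower. That scaling set the median log2 fold change of all genes tested at -0.26, compared with -0.01 under TMM. DESeq2's Wald test called 527 genes, 396 higher and 131 lower, and 506 of these were also called by edgeR, each in the same direction. With each library left out in turn, between 869 and 1046 genes were called. The infected and uninfected values did not overlap for 1551 genes, or 32.1% of those tested, where chance gives 10% with 3 libraries per group.

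**Figure D1:**
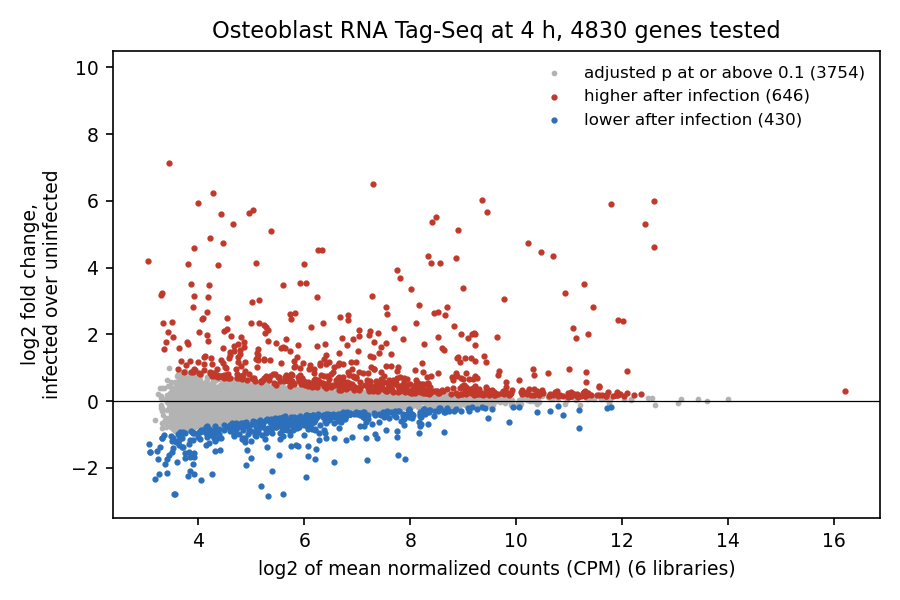
Log2 fold change of infected over uninfected osteoblasts (vertical axis) against the log2 of the mean normalized counts (CPM) over the 6 libraries (horizontal axis), with 1 point per gene tested. The 646 genes higher after infection (red) reach larger fold changes than the 430 lower genes (blue), and grey points had an adjusted p of 0.1 or above.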

Of the 606 differentially expressed genes identified, 135 genes displayed greater than a 2-fold difference in expression. 

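By edgeR's quasi-likelihood test, 318 genes had an adjusted p under 0.1 and an absolute log2 fold change over 1, which is a 2-fold difference. DESeq2's Wald test gave 274 such genes. The genes raised more than 2-fold in edgeR's test took 2.19%, 2.09% and 1.96% of all counts in uninfected replicates A, B and C, and 11.9%, 12.0% and 13.1% in infected replicates A, B and C.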

Genes encoding type I IFN signaling components and IFN-stimulated genes (ISGs) were identified *via* gene ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis conducted using ShinyGO 0.76. For this analysis, all differentially expressed genes were converted to ENSEMBL gene IDS or STRING-db protein IDs. An FDR cutoff value of 0.05 and a pathway size range of 2 to 2000 was applied. The top 10 pathways were first selected by FDR and then sorted by fold enrichment. The original datasets are available in the Gene Expression Omnibus (GEO) publicly accessible repository under the accession number GSE 217455.

### Enzyme-linked immunosorbent assays

Specific capture ELISAs were conducted to quantify cell release of IFN-β and production of IFIT3 in response to *S*. *aureus* infection. A polyclonal goat anti-mouse IFN-β capture antibody (BioLegend, Cat # 519202, Clone Poly5192; 1 μg/mL) and an Armenian hamster biotin anti-mouse IFN-β detection antibody (BioLegend, Cat # 508105, Clone MIB-5E9.1; 2 μg/mL), were used to quantify mouse IFN-β concentrations. Streptavidin-HRP (R&D Systems; Lot # P198628) was added prior to the addition of tetramethylbenzidine substrate. The colorimetric reaction was stopped with 1:30 H_2_SO_4_ and the absorbance was measured at 450 nm. Recombinant murine IFN-β (BioLegend) was utilized to generate standard curves and extrapolation of the absorbance to the standard curve was used to determine the concentration of IFN-β in the cell supernatants. IFIT3 production was analyzed using a commercially available kit (MyBiosource) according to manufacturer guidelines.

### Immunoblot analyses

Total cell lysates were evaluated by immunoblot analysis for the presence of IFIT1, IFIT3, and PLSCR1. Immunoblots were incubated with a monoclonal antibody directed against IFIT1 (Novus Biologicals, clone OTI3G8), a polyclonal antibody directed against IFIT3 (Invitrogen), or a monoclonal antibody directed against PLSCR1 (Invitrogen, clone ARC2028), overnight at 4°C. Immunoblots were then washed and incubated with a horseradish peroxidase (HRP)-conjugated anti-mouse or anti-rabbit secondary antibody, and bound antibody was detected with a Pierce enhanced chemiluminescence (ECL) immunoblotting substrate (ThermoFisher Scientific). Immunoblots were re-probed with a mouse monoclonal antibody against β-actin (Abcam, Cat # 49900; 0.13 μg/mL) to assess total protein loading. The immunoblots shown are representative of at least three separate experiments. Densitometric analysis was conducted using ImageLab software (BioRad) and IFIT1, IFIT3, and PLSCR1 protein levels were normalized to β-actin expression.

### Statistical analysis

Data is expressed as the mean ± standard error of the mean (SEM). Commercially available software (GraphPad Prism, GraphPad Software, La Jolla, CA, United States) was used to conduct statistical analyses including Student’s *t* test, one-way analysis of variance (ANOVA) with Dunnet’s *post hoc* test, or two-way ANOVA with Tukey’s *post hoc* test as appropriate. In our RNA Tag-Seq analyses, differential expression analysis was performed using R package DESeq2. A log_2_ ratio of read counts above 0.5 was considered statistically significant (padj <0.1). Gene ontology analysis was conducted using ShinyGO 0.76. A false discovery rate (FDR) cutoff value of 0.05 and a pathway size range of 2 to 2000 was applied. The top 10 pathways were first selected by FDR and then sorted by fold enrichment. FDR was calculated based on nominal *p*-value from the hypergeometric test. Fold enrichment was defined as the percentage of genes in our list belonging to a pathway divided by the corresponding percentage in the background. In some analyses, Chi-squared and Student’s *t*-tests were used to determine whether differentially expressed genes have special characteristics when compared with genes in the reference genome. For all experiments, a value of p of less than 0.05 was considered statistically significant.

## Results

### *Staphylococcus aureus* infection elicits elevated local levels of IFN-β in a mouse model of osteomyelitis

To begin to assess the ability of bone cells to produce type I IFNs at sites of *S*. *aureus* infection, we have employed an established mouse model that reproduces post-traumatic staphylococcal osteomyelitis (Spagnolo et al., 1993; Marriott et al., 2004, 2005) and assessed the expression of IFN-β in infected femur bone tissue. As shown in Figure 1A. *S*. *aureus* infection elicited a marked increase in the level of IFN-β in bone tissue 3 days post-infection in comparison to contralateral uninfected control bone tissue.

**Figure 1:**
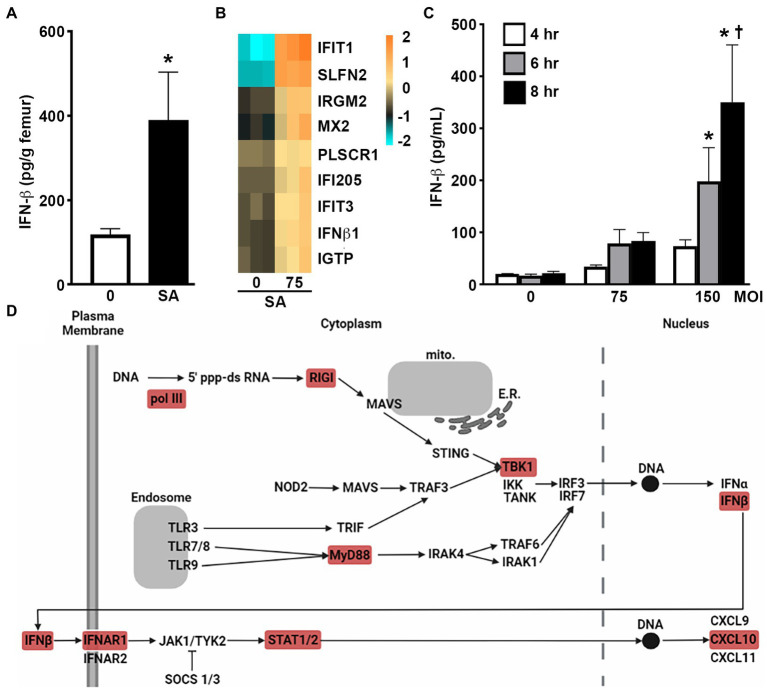
Murine osteoblasts produce IFN-β in response to *S*. *aureus* infection. **(A)** IFN-β levels in infected femurs (SA) and uninfected contralateral femurs (0) in a mouse model of staphylococcal osteomyelitis at 3 days post infection. Levels were determined by specific capture ELISA, normalized to bone weight, and shown as the mean ± SEM. Asterisk indicates a statistically significant difference from the uninfected femur (*p* < 0.05; *n* = 6). **(B,C)** Primary murine osteoblasts were uninfected (0) or *S*. *aureus* (SA) challenged (MOI of 75 or 150:1). At 4 h, mRNA expression was assessed by RNA Tag-Seq analysis and shown as a heatmap **(B)**, and IFN-β protein release was assessed at 4, 6, and 8 h by specific capture ELISA **(C)**. Data is shown as mean ± SEM (*n* = 9). Asterisks indicate a statistically significant difference from time-matched uninfected cells and daggers indicate a significant difference from cells at 4 h for that treatment. **(D)** Upregulation of genes associated with PRR and type I IFN signaling adapted from KEGG pathway analysis of RNA Tag-Seq data conducted using ShinyGO 0.76. Differentially expressed genes in these pathways are indicated in red.

### *Staphylococcus aureus* induces the expression of IFN-β by isolated primary murine osteoblasts

To determine the contribution made by resident bone cells to IFN-β production, we first assessed the changes in mRNA expression by primary murine osteoblasts following *S*. *aureus* challenge *via* RNA Tag-Seq analysis. 

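RNA Tag-Seq sequences a fragment near the 3′ end of each mRNA, so that the counts of a gene depend little on its length. Primary osteoblasts, the bone-forming cells, were grown from the calvaria of neonatal mice and either left uninfected or infected at an MOI of 75 bacteria per cell, and RNA was isolated at 4 h. Each group had 3 libraries, replicates A, B and C. The authors trimmed the reads, mapped them to GRCm38.p6 and deposited the number of reads counted on each RefSeq transcript, without normalization, retaining only transcripts mapped to a single gene. Whether PCR duplicates were removed is not given in the sources used here. The total counts were 820002, 800252 and 910943 in uninfected replicates A, B and C, and 726217, 703656 and 835479 in infected replicates A, B and C. The transcript counts were summed into 21848 genes, and 1610 transcripts matched to no gene were kept as they were. The 4830 genes and transcripts with enough counts, about 10 in at least 3 libraries, were tested with edgeR's quasi-likelihood test after TMM normalization. Normalized counts are given as CPM, the count scaled to the library's total after TMM. The adjusted p threshold of 0.1 is that of the study, whose criterion also has a log2 ratio above 0.5. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1. The share of genes counted differed with the number of RefSeq transcripts of the gene. Of the 4489 protein-coding genes with 1 RefSeq transcript, 53.8% had a mean of 10 or more counts, compared with 15.4% of the 9664 genes with 2 or more.

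**Figure D2:**
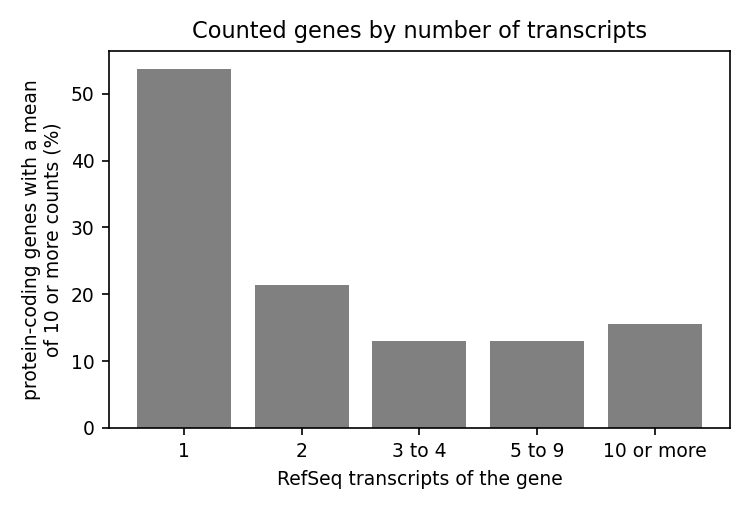
Share of protein-coding genes in the table with a mean of 10 or more counts over the 6 libraries (vertical axis, %) by the number of RefSeq transcripts of the gene (horizontal axis). The share is 53.8% for genes with 1 transcript and 21.4% for genes with 2.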

Our recent gene ontology analysis demonstrated that osteoblasts displayed enrichment of gene products associated with type I IFNs, ISGs, and/or IFN-mediated cellular effects, following *S*. *aureus* challenge (Sipprell et al., n.d.). Specifically, osteoblasts showed a marked increase in the expression of mRNA encoding IFN-β as early as 4 h post infection (Figure 1B). 

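Enrichment was measured on a list of 56 interferon-stimulated genes that holds none of the ISGs named in the study. Of the list, 22 genes had enough counts to be tested, and 15 of these (68.2%) were higher after infection with an adjusted p under 0.1 in edgeR's quasi-likelihood test. Of the other 4808 genes tested, 631 (13.1%) were higher. The odds ratio was 14.2 (two-sided Fisher's exact test, p = 4.64e-09, with genes as the unit, which are not independent replicates). By DESeq2's Wald test, 11 of 24 genes of the list (45.8%) and 385 of the other 6725 genes (5.72%) were higher.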

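The gene encoding IFN-β, Ifnb1, lies on chromosome 4 of GRCm38.p6 from 88522025 to 88522794 and has 1 RefSeq transcript. It had 1, 0 and 0 counts in uninfected replicates A, B and C, and 15, 21 and 30 counts in infected replicates A, B and C. Its normalized counts were 0.374 ± 0.649 CPM (SD, n = 3) in uninfected osteoblasts and 31.4 ± 8.40 (SD, n = 3) in infected osteoblasts. The ratio of the pooled counts was 87.6, with an exact 95% counting interval from 15.2 to 3513, since it rests on 1 count in the uninfected libraries. The interval covers counting error only. The fitted log2 fold change was 5.95 (standard error 0.60, adjusted p = 1.56e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it lay between 5.43 and 7.65, the latter without uninfected replicate A, which holds that count. RNA of all cultured cells was pooled and leukocyte markers were counted in every library. Which of the cultured cells held the Ifnb1 mRNA can therefore not be told from these libraries, and the same limit holds for the ISGs.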

Importantly, we have confirmed that such upregulation results in type I IFN protein production with the demonstration that *S*. *aureus* challenge elicits the rapid release of IFN-β by osteoblasts and does so in a dose-dependent manner (Figure 1C). Furthermore, KEGG pathway analysis has indicated the upregulated expression of mRNA encoding microbial pattern recognition receptor (PRR) components such as RNA polymerase III, retinoic acid inducible gene-I (RIG-I), myeloid differentiation primary response 88 (MyD88), and TANK-binding kinase 1 (TBK1), and IFN signaling components including IFNAR1 and STAT1/2 (Figure 1D).

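Of the PRR and IFN signaling components, Ddx58, which encodes RIG-I (chromosome 4, 40203777 to 40239825), rose from 44.6 ± 7.80 to 94.1 ± 12.8 CPM (SD, n = 3 per group). Its log2 fold change was 1.09 (standard error 0.18, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test). Myd88 rose by a log2 fold change of 1.10 (standard error 0.17) and Stat2 by 1.65 (standard error 0.21). The rises of Tbk1 and Ifnar1 were smaller, with log2 fold changes of 0.65 and 0.72 and adjusted p values of 0.00235 and 0.000253 from the same test, and of 0.0753 and 0.0150 from DESeq2's Wald test.
Of 13 genes of RNA polymerase III subunits, 7 had enough counts to be tested. Polr1d, a subunit shared with RNA polymerase I that has 8 RefSeq transcripts, was higher with a log2 fold change of 0.46 (standard error 0.13, adjusted p = 0.0077 from edgeR). DESeq2's Wald test (adjusted p = 0.14) and scaling by library size only (adjusted p = 0.19) did not call it. Polr3k was lower, by a log2 fold change of -0.42 (adjusted p = 0.0881 from edgeR), and was not called by DESeq2 (adjusted p = 0.62), by limma-voom (adjusted p = 0.10), by edgeR with no filter on low counts (adjusted p = 0.28) or without uninfected replicate A or B or infected replicate A or C (adjusted p up to 0.25). The other subunits tested had log2 fold changes between -0.48 and 0.16 and were not called. With library size only, Polr1c and Polr3f turned lower and Polr3g was called lower (adjusted p = 0.0728). Under that scaling, where the median of all genes was -0.26, Polr3k stayed called at -0.66 (adjusted p = 0.00284). The same 2 genes, Polr1d and Polr3k, passed the threshold adjusted over the list alone. As a set, the 7 subunits did not differ from the other genes (camera with a preset correlation, adjusted p = 0.87). Of 23 genes drawn in Fig. 1D but not in red, 4 had enough counts to be tested, and none of Traf3, Ticam1, Irak4 and Ifnar2 was called by edgeR, with log2 fold changes from -0.30 to 0.41, or by DESeq2. With library size only, Traf3 was called lower (log2 fold change -0.37, adjusted p = 0.0118). From KEGG pathway analysis of its differentially expressed genes, the paper states that the expression of mRNAs encoding PRR and IFN signaling components was upregulated.

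**Figure D3:**
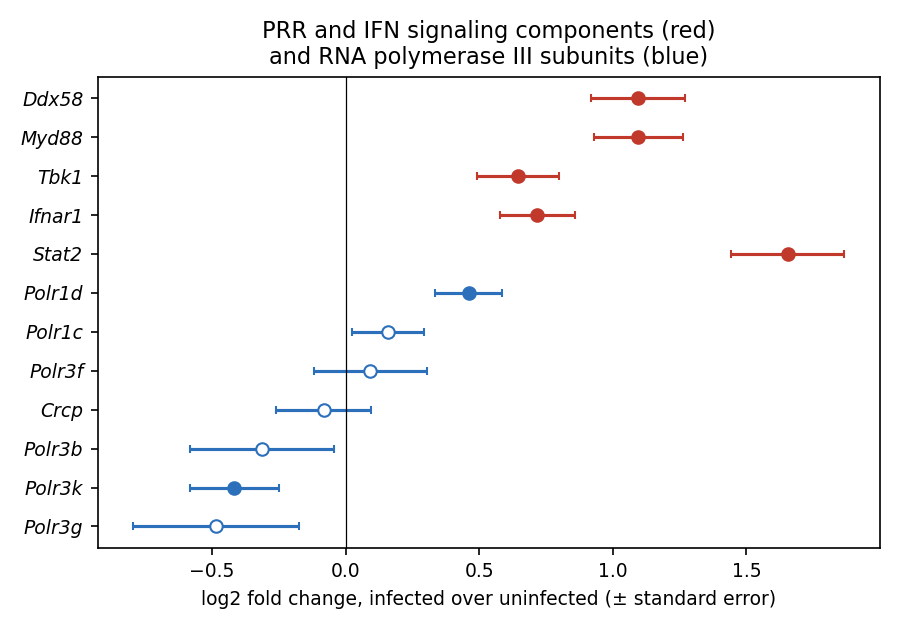
Log2 fold change of infected over uninfected osteoblasts (horizontal axis, bars showing the standard error of the fit over 3 libraries per group) for 5 PRR and IFN signaling components (red) and the 7 RNA polymerase III subunits tested (blue). Filled points had an adjusted p under 0.1 in edgeR's test and open points did not. Polr1d and Polr3k are filled at 0.46 and -0.42.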

### Murine osteoblasts express IFN stimulated genes in response to *Staphylococcus aureus* infection

Our RNA Taq-Seq analysis also indicated the upregulated expression of an array of ISGs in primary murine osteoblasts following S. *aureus* infection. Specifically, osteoblasts showed marked increases in the expression of mRNA encoding IFIT1, IFIT3, SLFN2, IRGM2, MX2, PLSCR1, IFI205, and IGTP, as early as 4 h post-infection (Figure 1B). 

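The 22 tested genes of the list of ISGs not named in the study had a median fitted log2 fold change of 1.21, and 19 of them were higher in infected osteoblasts. As a set they rose relative to the other genes tested (camera with a preset correlation of 0.01, adjusted p = 8.02e-09 over 5 lists). The rise was also called by fry (adjusted p = 0.00236) and was not called with the correlation estimated from the data (adjusted p = 0.114). With no filter on low counts, 47 genes of the list were tested and 39 were higher. Their median was 0.43 on the scale of camera, where that of the 22 genes was 1.12. In edgeR's test 15 genes were called higher, both over all genes tested and adjusted over the list alone. The largest log2 fold change of the list was that of Rsad2 (5.35, standard error 0.28) and the smallest that of Bst2 (-0.33, standard error 0.11, adjusted p = 0.0341 from edgeR's quasi-likelihood test). Bst2 was not called by DESeq2's Wald test (adjusted p = 0.32) or without uninfected replicate A, uninfected replicate B or infected replicate C (adjusted p up to 0.27). Of the list's genes in the table, 15 of the 16 with 1 RefSeq transcript had a mean of 10 or more counts, compared with 4 of the 34 with 2 or more.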

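All 8 ISGs were higher in every infected library than in any uninfected library. Ifit1 (chromosome 19, 34640889 to 34650009) rose from 26.8 ± 7.63 to 932.4 ± 244.6 CPM (SD, n = 3 per group), a log2 fold change of 5.12 (standard error 0.17, adjusted p = 5.03e-22 from edgeR's quasi-likelihood test). Slfn2 (chromosome 11, 83065112 to 83070678) rose from 30.1 ± 0.221 to 616.2 ± 44.2, a log2 fold change of 4.35 (standard error 0.12, adjusted p = 2.67e-24 from the same test). The log2 fold changes of Irgm2, Igtp and Ifi205 were 2.98, 2.12 and 4.10, with standard errors of 0.33, 0.27 and 0.54. Mx2 and Ifit3 each had 3 counts over the uninfected libraries, all in replicate B. For Mx2, which RefSeq annotates as a transcribed pseudogene in this assembly, the ratio of the pooled counts was 60.6 (exact 95% counting interval 20.3 to 297.6), and for Ifit3, which has 5 RefSeq transcripts, it was 27.4 (8.96 to 136.7). DESeq2's Wald test also called all 8 genes, and none lost its call with any library left out. Irgm2 and Igtp, and Ifit1 and Ifit3, belong to multigene families, so their counts are uncertain where reads are shared with a paralog. On the rlog scale of the study's heatmap, the difference between the group means was largest for Ifit1 (3.79) and Slfn2 (3.21) and lay between 0.61 and 1.65 for the other genes of Fig. 1B.

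**Figure D4:**
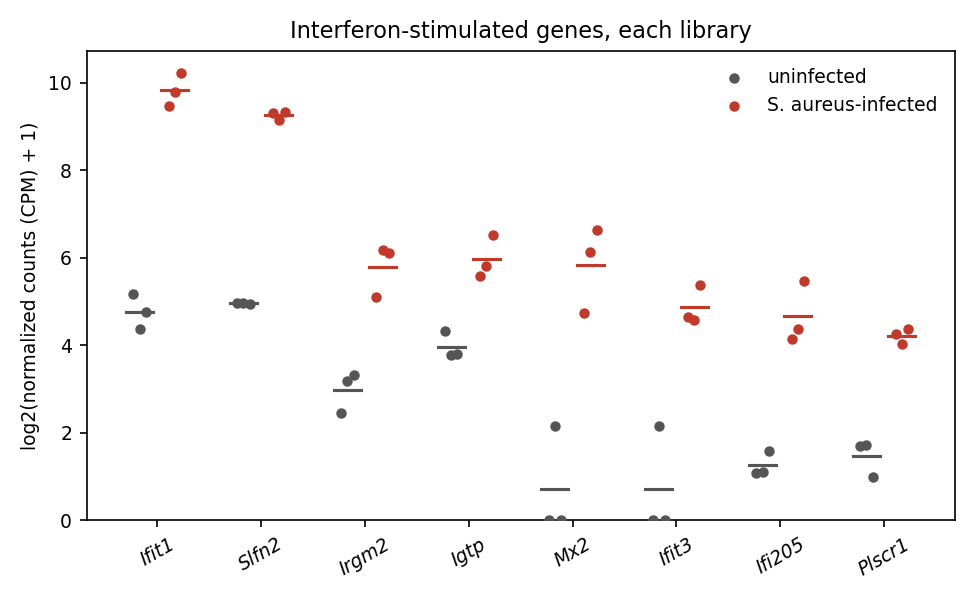
Normalized counts (CPM) of 8 ISGs on a log2 scale after adding 1 (vertical axis), with 1 point per library and a line at the mean of the 3 libraries of each group. For each gene the infected libraries (red) lie above the uninfected libraries (grey).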

We then determined whether such upregulation results in increased ISG protein product levels in infected osteoblasts. As shown in Figure 2A *S*. *aureus* challenge induced the production of IFIT1 by osteoblasts in a time and dose-dependent manner. Similarly, infection elicited an increase in IFIT3 protein expression by osteoblasts over constitutive levels as determined by immunoblot analysis (Figure 2B) and specific capture ELISA (Figure 2C). In contrast, *S*. *aureus* infection failed to elevate PLSCR1 expression in osteoblasts above the robust levels seen in uninfected cells (Figure 2D) despite an apparent increase in mRNA expression encoding this ISG product (Figure 1B).

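The mRNA encoding PLSCR1 was measured at 4 h in the RNA Tag-Seq libraries. Plscr1 (chromosome 9, 92250194 to 92272561) had 2, 2 and 1 counts in uninfected replicates A, B and C and 12, 10 and 15 counts in infected replicates A, B and C, or 1.85 ± 0.741 and 17.7 ± 2.27 CPM (SD, n = 3 per group). Its log2 fold change was 3.19 (standard error 0.50, adjusted p = 7.06e-06 from edgeR's quasi-likelihood test), and with each library left out in turn it lay between 2.87 and 3.37. The gene has 2 RefSeq transcripts, of which 1 is in the table.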

**Figure 2:**
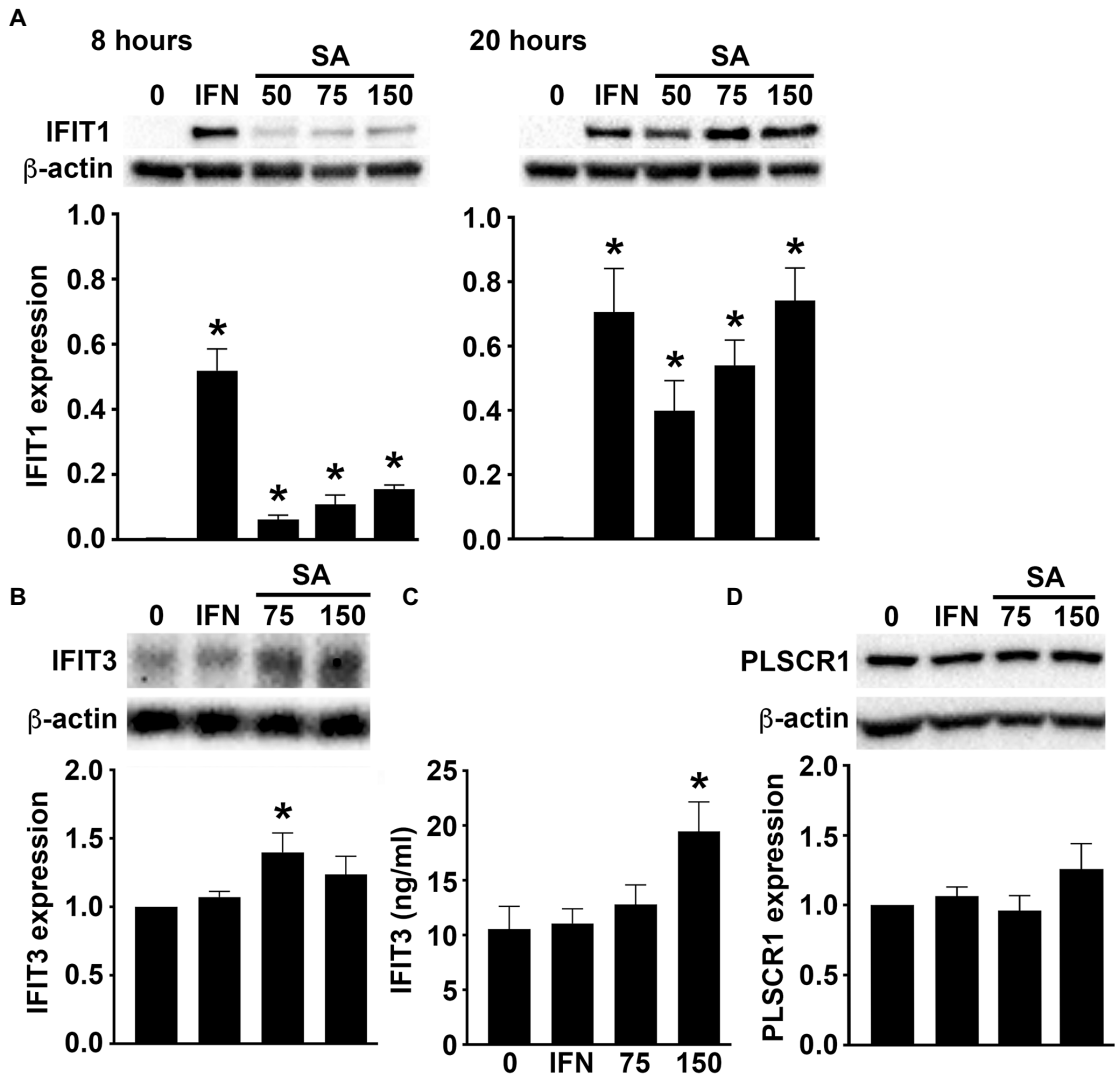
Murine osteoblasts express ISGs in response to *S. aureus*. Osteoblasts were uninfected (0) or *S*. *aureus* challenged (25, 50, 75, or 150:1). **(A)** At 8 (left) and 20 (right) hours, IFIT1 expression was determined by immunoblot analysis. As a positive control, cells were treated with recombinant IFN-β (1 ng/mL). A representative immunoblot is shown and average band intensities were determined and normalized to β-actin expression (*n* = 3). Asterisks indicate a statistically significant difference from uninfected/untreated cells (*p* < 0.05). **(B,C)** At 8 h, IFIT3 levels were determined by immunoblot analysis **(B)** and specific capture ELISA **(C)**. A representative immunoblot is shown and average band intensities were determined and normalized to β-actin (*n* = 6–9), and ELISA data is shown as mean ± SEM (*n* = 4). Asterisks indicate a statistically significant difference from uninfected cells (*p* < 0.05). **(D)** At 8 h, PLSCR1 expression was determined by immunoblot analysis. For comparison purposes, expression in osteoblasts treated with recombinant IFN-β (1 ng/mL) is shown. A representative immunoblot is shown and average band intensities were determined and normalized to β-actin (*n* = 5–11).

To determine whether *S*. *aureus* infection directly upregulates the expression of ISGs in osteoblasts or does so indirectly *via* the production and release of IFN-β, we have assessed the effect of IFNAR blockade on *S*. *aureus*-induced IFIT1 expression. As shown in Figure 3A, the presence of IFNAR blocking antibody significantly attenuated the increase in IFIT1 protein expression associated with *S*. *aureus* infection compared to infected osteoblasts exposed to an isotype control antibody. This data indicates that elevated ISG expression in *S*. *aureus* challenged osteoblasts occurs, in large part, to the actions of IFN-β produced by these cells.

**Figure 3:**
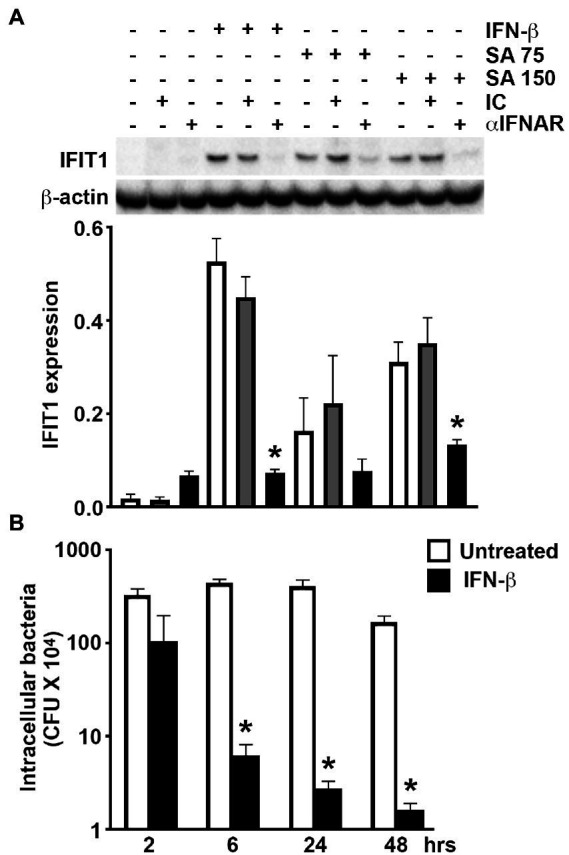
Osteoblast-derived IFN-β mediates ISG expression following *S*. *aureus* challenge and IFN-β can limit bacterial burden in infected cells. **(A)** Osteoblasts were untreated/uninfected, treated with recombinant IFN-β (1 ng/mL), or *S*. *aureus* challenged at MOI of 75 and 150:1 (SA 75 and SA 150, respectively), in the presence or absence of IFNAR blocking antibody (αIFNAR) or isotype control antibody (IC). At 8 h, protein isolates were taken and IFIT1 expression determined by immunoblot analysis. A representative immunoblot is shown and average band intensities were determined and normalized to β-actin expression (*n* = 4). Data is shown as the mean ± SEM (*n* = 4) and asterisks indicate a statistically significant difference from similarly stimulated cells treated with isotype control antibody (*p* < 0.05). **(B)** Osteoblasts (2 × 10^6^ cells) were infected with *S*. *aureus* (MOI of 75:1) in the absence or presence of recombinant IFN-β (1 ng/mL). At 2, 6, 24, and 48-h following infection, cells were lysed in antibiotic-free media and the number of viable intracellular bacteria were determined by colony count. Data is shown as the mean ±SEM (*n* = 6) and asterisks indicate a statistically significant difference from untreated cells (*p* < 0.05).

### IFN-β can limit intracellular bacterial burden in *Staphylococcus aureus*-infected osteoblasts

The ability of osteoblasts to produce IFN-β in sufficient quantities to induce ISG expression in an autocrine and/or paracrine manner following bacterial challenge raises the possibility that such responses serve to limit *S*. *aureus* infections. To begin to test this hypothesis and assess the relevance of osteoblast type I IFN responses to this bacterium, we have determined whether IFN-β impacts the ability of *S*. *aureus* to persist/replicate intracellularly in these bone cells. As shown in Figure 3B, treatment of *S*. *aureus*-infected osteoblasts with recombinant IFN-β results in rapid and time-dependent reductions in the number of viable intracellular bacteria. Together, these results support the contention that osteoblasts produce IFN-β in response to *S*. *aureus* to induce antibacterial responses *via* IFNAR that limit intracellular bacterial burden.

## Discussion

It is becoming increasingly apparent that type I IFNs, including IFN-β, can impact host susceptibility to a wide range of pathogens including bacteria (Peignier and Parker, 2021). They have been reported to have both protective and deleterious effects on *S*. *aureus* infections, with decreased mortality observed with IFNAR deficient mice in a staphylococcal pneumonia model (Martin et al., 2009; Parker and Prince, 2012; Parker et al., 2014), while an anti-IFNAR1 subunit antibody has been reported to increase lung *S*. *aureus* burden (Spolski et al., 2019). Consistent with the notion that type I IFNs are produced in response to *S*. *aureus* infection and impact subsequent disease progression and severity, we have now demonstrated the local production of IFN-β in infected bone tissue in a mouse model of staphylococcal osteomyelitis.

Elevated IFN-β expression in *S*. *aureus* infected bone tissue may be attributable to production by infiltrating leukocytes. However, work from our laboratory and others have demonstrated that resident osteoblasts produce an array of products in response to *S*. *aureus* challenge that can regulate both bone homeostasis and inflammation (Marriott, 2004). Interestingly, a murine osteoblast-like cell line has been shown to express mRNA encoding IFN-β in response to the TLR3 agonist poly(I:C), and the ability of an IFN-β neutralizing antibody to partially inhibit their responses to this stimulus appears to support the ability of activated osteoblasts to release this cytokine (Nakamura et al., 2007). Similarly, transcriptome analysis of a human osteoblast-like cell line has indicated upregulated IFN-β mRNA expression during long-term (6-day) *S*. *aureus* infection (Nicolas et al., 2022). In addition, constitutive IFN-β production has recently been reported by mature osteoblasts/osteocytes in a 3D *in vitro* co-culture system (Hayashida et al., 2014). 

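In infected osteoblasts, 214 genes had an adjusted p under 0.1 by edgeR's quasi-likelihood test and a log2 fold change over 1, and 217 genes did by DESeq2's Wald test. With the study's log2 ratio above 0.5, 400 genes were higher in edgeR and 303 in DESeq2. Of 15 genes compared that are drawn in Fig. 1B or in red in Fig. 1D, 13 were among the 214 genes, and Tbk1 and Ifnar1 (log2 fold changes of 0.65 and 0.72) were not.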

We have recently described the upregulated expression of 122 genes in primary murine osteoblasts following *S*. *aureus* challenge *via* RNA sequencing and gene ontology analysis (Sipprell et al., n.d.) and here we report that these genes include those encoding type I IFN proteins, IFNAR and associated signaling components, and ISGs. We show that these cells display increased expression of mRNA encoding IFN-β, IFNAR1, and STAT1/2, following infection (Figure 1B; Sipprell et al., n.d.). Importantly, we subsequently confirmed the significant release of IFN-β by infected osteoblasts and showed that it occurred in a bacterial dose-dependent manner. As such, these findings represent the first demonstration of *S*. *aureus*-induced production of IFN-β by osteoblasts.

While the mechanisms underlying IFN-β induction by this bacterium remain to be determined, internalized *S*. *aureus* can escape late endosomal/lysosomal compartment vesicles (Jauregui et al., 2013) to the cytoplasm *via* the production of cytotoxic phenol-soluble modulins (PSMs). There, they could be detected by cytosolic bacterial sensors such as nucleotide-binding oligomerization domain-containing protein 2 (NOD2), that we have shown to be functionally expressed by osteoblasts (Marriott et al., 2005; Chauhan and Marriott, 2010), which can trigger interferon regulatory factor (IRF) activation and initiate type I IFN gene expression (Mukherjee et al., 2019). Alternatively, *S*. *aureus* could induce IFN-β expression *via* cytosolic nucleic acid sensors and such a hypothesis is supported by the upregulated expression of cytosolic bacterial nucleic-sensing pathway components including RNA polymerase III, RIG-I, and TBK1, identified by KEGG pathway analysis of our recent RNA Taq-Seq analysis (Sipprell et al., n.d.).

The potential importance of osteoblast-mediated IFN-β production is underscored by the present demonstration that levels of mRNA encoding the ISGs, IFIT1, IFIT3, SLFN2, IRGM2, MX2, PLSCR1, IFI205, and IGTP, are markedly elevated in these cells following *S*. *aureus* challenge due, in large part, to autocrine and/or paracrine IFN-β signaling *via* IFNAR. While IFIT1 is an RNA-binding protein that can act as a sensor of viral single-stranded RNAs and inhibit viral mRNA expression, it has also been suggested to function as a negative regulator of inflammatory mediator production and a defective IFIT1-dependent IFN response has been shown to increase susceptibility to intracellular bacterial infection (John et al., 2018). Similarly, other ISGs, including SLFN2, have been reported to be protective against bacterial infection (as discussed in (Mavrommatis et al., 2013)). As such, ISG upregulation could serve to limit intracellular bacterial burden and this possibility is supported by the present demonstration that exposure of *S*. *aureus* infected osteoblasts to exogenous IFN-β markedly attenuates the number of viable bacteria harbored within these cells.

Interestingly, IFN-β can also have major effects on bone cell formation and/or function (Amarasekara et al., 2018, 2021). IFN-β is a potent inhibitor of osteoclastogenesis (Amarasekara et al., 2018) and has been reported to inhibit RANKL-induced osteoclastogenesis *via* a reduction in the expression of the critical signal transduction component c-Fos (Takayanagi et al., 2005; Avnet et al., 2007; Ha et al., 2008). This suggests that type I IFNs may serve as a negative feedback inhibitor of RANKL-induced osteoclastogenesis (Takayanagi et al., 2005). In addition, some evidence indicates that IFN-β might also inhibit osteoclast formation by enhancing NO production and iNOS signaling (Ha et al., 2008). However, ascribing a bone-preserving anti-osteoclastogenic role to type I IFNs is complicated by the fact that IFN-β can directly augment pro-osteoclastogenic inflammatory cytokine production. In addition, IFN-β has also been reported to be anti-osteoblastogenic (Zheng et al., 2006), and can inhibit bone formation and matrix mineralization by reducing the expression of multiple matrix components by osteoblasts (Woeckel et al., 2012; Deng et al., 2020). Furthermore, the finding that RANKL deficient mice show increased susceptibility to endotoxic shock while exogenous RANKL administration is protective (Maruyama et al., 2006), suggests that IFN-β-mediated decreases in RANKL production could exacerbate detrimental inflammation. As such, the net impact of type I IFN production by resident bone cells on the progressive inflammatory damage associated with staphylococcal osteomyelitis remains to be determined.

Collectively, the present study has identified a previously unknown type I IFN response by osteoblasts to *S*. *aureus* challenge, one that could have protective effects by limiting intracellular bacterial survival/propagation within these resident bone cells and has the potential to mitigate the pro-osteoclastogenic effects of mediators such as RANKL that are produced at sites of bone infection.

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found at: NCBI Gene Expression Omnibus; GSE217455.

## Ethics statement

All protocols involving animals were approved by the Institutional Animal Care and Use Committee of the University of North Carolina at Charlotte.

## Author contributions

MJ, KF, and SS harvested primary murine osteoblasts, performed *in vivo* bone infections in mice, in accordance with approved IACUC protocols, prepared bacterial stocks, carried out the *in vitro* experiments, specific capture ELISAs, immunoblot analyses, and performed data analysis. WL assisted in the assessment and interpretation of the Tag-Seq RNA sequence analysis data. IM conceived the study, contributed to the experimental design, and drafted the manuscript. All authors read and approved the final version of the manuscript.

## Funding

This work was supported by grant AR074102 to IM from the National Institutes of Health.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

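RNA Tag-Seq was carried out on primary murine osteoblasts, uninfected or infected with S. aureus at an MOI of 75 bacteria per cell, with RNA isolated at 4 h and 3 libraries per group. The authors trimmed and quality-filtered the reads with the FastX-toolkit and mapped them to GRCm38.p6 with BIOSCOPE. The methods name an Illumina instrument and also SOLiD reads. The values deposited by the authors are whole-number counts of reads per RefSeq transcript, not normalized, retaining only transcripts mapped to a single gene. Whether PCR duplicates were removed is not given in the sources used here, so counting intervals cover counting error only.

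The table held 43207 transcripts. By accession, 41391 were matched to a gene of the RefSeq annotation of the same assembly at the same version and 206 at another version, and 1610 were not matched. The unmatched transcripts held 8.08% of all counts. Transcripts of one gene were summed, which gave 23458 features, 21848 of them genes. Total counts ranged from 800252 to 910943 with a median of 820002 in the uninfected libraries, and from 703656 to 835479 with a median of 726217 in the infected libraries. The labels name each library as a separate replicate, and each was counted as one. Each pair of libraries within a group differed by more than sampling noise (chi-square per degree of freedom between 1.24 and 2.14), which does not show that they come from separate cultures.

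Genes were tested with edgeR 4.0.16 (R 4.3.3): filterByExpr with a minimum count of 10, which corresponds to 12.3 CPM in at least 3 libraries, TMM normalization, the quasi-likelihood test of infected against uninfected, and Benjamini-Hochberg adjustment over the 4830 genes that passed. The threshold was an adjusted p of 0.1. The study's criterion also has a log2 ratio above 0.5, and the count with both is given beside the main count. Gene lists were tested with camera (limma 3.58.1) with a preset correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over 5 lists. The lists were ISGs not named in the study, RNA polymerase III subunits, NF-kB target genes, osteoblast genes and leukocyte markers, all written from general knowledge. The median log2 fold change of a list is that of the fitted values. For genes with 1 to 3 counts over the uninfected libraries, the ratio of the pooled counts is given with an exact 95% binomial interval. Permutation tests used 100000 resamples (scipy 1.17.1).

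The steps were tested on simulated counts of 3 against 3 libraries. Few genes were changed, with rises and falls in equal number, so the simulation does not test the choice of scaling for the real libraries. In edgeR, 4783 genes were tested, 183 of them changed. All of those changed 4-fold and 80.6% of those changed 2-fold were called, and 9.34% of 182 calls were false. DESeq2 was run on 13307 genes, 200 of them changed, so that its shares are over a larger set that includes genes with low counts. It called 86% of those changed 4-fold and 55% of those changed 2-fold, and 0.704% of its 142 calls were false.

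The genes named in the text were chosen by a rule: the genes of Fig. 1B and Fig. 1D, RNA polymerase III subunits, genes the discussion names with a bearing on bone, 6 chemokines, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.1, a mean of 10 or more counts and groups that do not overlap, and the genes with the largest and smallest fold change of each list. Genes named outside this rule are marked as such, and 1 gene of the rule is not reported here.

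The alternatives were DESeq2 1.42.0 (the study's tool) with and without shrunken fold changes, limma-voom, other scalings, other filters on low counts, the replicate letter as a block, leaving out each library, an adjusted p of 0.05, and fry and an estimated correlation for the lists. The lists, the rule for named genes, the tests of genes and of lists, and these alternatives were fixed before the data were examined. The tests described below as chosen after the results had been seen were not. Counting transcripts without summing, testing only genes with 1 RefSeq transcript, and a log2 fold change threshold of 2 were added after the data were seen. The immunoblot, ELISA, colony count and in vivo data of the study were not analysed here.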

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

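The tests on scaling, on other splits of the libraries and on the source of the rises were chosen after the rises had been seen. A signal was found in genes the paper does not discuss as measured in these libraries, above the level in the uninfected libraries. Acod1 (chromosome 14, 103047012 to 103056573) rose by a log2 fold change of 6.52 (standard error 0.23), from 3.26 ± 1.12 to 311.9 ± 41.1 CPM (SD, n = 3 per group). Gm6377 (chromosome X, 109196756 to 109200445) had a fitted log2 fold change of 6.22, which rests on 1 count over the uninfected libraries against 80 over the infected. The ratio of its pooled counts was 106.2 (exact 95% counting interval 18.5 to 4247). The chemokine genes Cxcl1, Cxcl2, Cxcl3, Cxcl5, Ccl3 and Ccl7 rose by log2 fold changes of 5.92, 5.99, 5.52, 5.32, 5.66 and 4.75. Each of these genes was higher in 3 of 3 infected libraries than in any uninfected library, had an adjusted p under 0.1 in edgeR and DESeq2, and kept its call with any library left out. Cxcl1, Cxcl2, Cxcl3 and Cxcl5 lie next to one another on chromosome 5 and are alike in sequence, so their shares of the reads are uncertain.

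The 16 tested genes of the NF-kB list had a median fitted log2 fold change of 2.87, all 16 being higher after infection and called by edgeR, both over all genes and adjusted over the list alone (camera, adjusted p = 2.23e-22). The set was also called by fry (adjusted p = 2.33e-05) and with an estimated correlation (adjusted p = 0.0388). With no filter on low counts, 27 genes of the list were tested and 25 were higher. Their median was 1.80 on the scale of camera, where that of the 16 genes was 2.75. The fitted values of the 16 genes ranged from 1.01 for Birc3 to 5.62 for Csf2. Csf2 had 3 counts over the uninfected libraries and 127 over the infected (ratio of the pooled counts 56.2, exact 95% counting interval 18.8 to 276.2). With each library left out in turn, its log2 fold change lay between 5.11 and 6.49. DESeq2 called 15 of the 16, with Birc3 not called (adjusted p = 0.28), and Birc3 also lost its call without infected replicate C (adjusted p = 0.13). Tnfsf11, which encodes RANKL, rose by a log2 fold change of 2.43 (standard error 0.16), from 35.2 ± 5.95 to 192.6 ± 25.7 CPM.

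The scaling of the libraries is argued against as the source of the rises of Acod1, Gm6377, the chemokine genes and Tnfsf11, since the smallest of them, that of Tnfsf11, was 2.18 on the log2 scale with library size only, where the median of all genes tested was -0.26. The NF-kB list was also called with that scaling (camera, adjusted p = 1.03e-31; over all its alternatives between 6.86e-35 and 0.0388). The real grouping was the only 1 of the 10 splits of the 6 libraries that gave as many changed genes. With 10 splits this count cannot by itself exclude chance, whatever the data. The other splits called 0 genes in edgeR, with 64 to 166 genes at an unadjusted p under 0.05. Each of them mixes infected and uninfected libraries in both groups, which widens the spread within groups. They therefore do not measure the calls that chance alone would give. They were not run in DESeq2. Whether osteoblasts or macrophages among the cultured cells were the source of a rise such as that of Acod1 (log2 fold change 6.52) cannot be told apart, since RNA of all cells was pooled. The same holds for Ifnb1 and the ISGs. A response of the cells to the infection remains open as a hypothesis.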

How the results depend on the processing

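Alternatives added after the data were seen were transcripts not summed per gene, genes with 1 RefSeq transcript alone, and the log2 threshold of 2. The count of changed genes, 1076, was 527 in DESeq2's Wald test, with or without shrunken fold changes, and 1895 with library size only (335 higher, 1560 lower, compared with 646 and 430). Of these, 506 and 771 genes were among the 1076. At an absolute log2 fold change over 0.5, the count of 703 became 407 in DESeq2, 401 with shrunken fold changes and 1166 with library size only. The cause was not tested, except that library size only moved the median of all genes from -0.01 to -0.26. DESeq2's share of higher genes was 75.1%, compared with 60.0%. Over 1, the count of 318 became 204 under the stricter filter, which tested 3332 genes instead of 4830. DESeq2 on transcripts not summed per gene gave 527 changed genes and 408 over 0.5, and DESeq2 on genes with 1 RefSeq transcript, a smaller set by construction, gave 486 and 350. At the log2 threshold of 2, a stricter one by construction, 117 genes changed and 102 were higher in edgeR, 136 and 120 in DESeq2, and 139 and 123 in DESeq2 on transcripts not summed. Apart from the replicate block in DESeq2, the counts under the other alternatives were within 1.5 times those reported. With each library left out in turn, the counts lay between 869 and 1046, between 622 and 715 over 0.5, between 341 and 377 over 1, and between 214 and 246 for higher genes over 1.

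The replicate letters are shared by the groups. Over 1992 genes, the deviations of libraries with the same letter correlated at 0.065, 0.11 and 0.11. Those of libraries with different letters correlated between -0.105 and -0.010. The same-letter values were the higher, but not over 0.1 in all, so the letters were not taken to pair the libraries in the main test. A weak pairing is not excluded by these values. With the replicate block, edgeR called 1129 genes and DESeq2 called 329, or 718 and 303 over 0.5. Tbk1 and Ifnar1 were called with the block in edgeR and not in DESeq2 (adjusted p = 0.37 and 0.13), the only alternative in which they were not.

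The ISG list and the leukocyte list were not called with the correlation estimated from the data (adjusted p = 0.114 for both; the cause was not tested), and the NF-kB list was called under each alternative. The RNA polymerase III and osteoblast lists were called under none. The lists were not run in DESeq2 or limma-voom, which were set for counts and named genes.

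Of 49 named genes tested, 37 were called, and none of the 37 changed direction under any alternative. Of the 37, 30 stayed past the threshold under each of the 15 alternatives in which they were tested, and Tbk1, Ifnar1, Polr1d, Polr3k, Bst2, Birc3 and Ctss did not. Over 723 values, 676 kept direction and side of the threshold, 33 no longer passed, 4 passed only under the alternative and 10 reversed, and 12 had no value because the gene was not tested. The reversed values all belong to genes that were not called. With library size only, Polr3f was at -0.16, Polr1c at -0.090 and Col1a2 at -0.18, where the median shift of all genes was larger. With each library left out in turn, Polr3f lay between -0.084 and 0.30, Crcp between -0.18 and 0.079, Traf3 between -0.20 and 0.019, Phex between -0.15 and 0.047, and Fcer1g between -0.086 and 0.052 (fewer samples). The libraries hold between 703656 and 910943 counts, and genes below about 12.3 CPM were not tested.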

Differences from the paper's values

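The paper reports 606 DEGs. Its methods count a log2 ratio above 0.5 with an adjusted p under 0.1 as significant. They also describe pairwise tests over treatments and timepoints, while the 6 libraries here hold infected and uninfected cells at 4 h only. Whether the paper's counts rest on a fit with further libraries is not given in the sources used here. With both conditions, set before the data were examined, the count here was 703, within 1.5 times the paper's value. So were those of DESeq2's Wald test (407), limma-voom (692), RLE scaling (707), edgeR with no filter on low counts (680) and with the stricter filter (544), the replicate block in edgeR (718), an adjusted p of 0.05 (587) and each library left out in turn (622 to 715). Those of DESeq2 with shrunken fold changes (401), library size only (1166) and the replicate block in DESeq2 (303) were not. With the adjusted p alone, the count here was 1076, which differs from the paper's 606. Under DESeq2's Wald test (527), DESeq2 with shrunken fold changes (527), an adjusted p of 0.05 (849), edgeR with no filter on low counts (855) and edgeR without infected replicate C (869), all set before the data were examined, the count was within 1.5 times the paper's. It was not under limma-voom, RLE or library-size scaling, the stricter filter, the replicate block in edgeR or DESeq2, or with any other library left out. DESeq2 on transcripts not summed per gene, added after the values were seen, gave 527.

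The paper reports 135 genes with more than a 2-fold difference, compared with 318 here at a log2 fold change over 1. No alternative set before the data were examined came within 1.5 times the paper's value, the nearest being edgeR with the stricter filter (204) and the replicate block in DESeq2 (222). At a log2 fold change over 2, which is a 4-fold difference, edgeR gave 117 genes, limma-voom 119, DESeq2 136, DESeq2 with shrunken fold changes 91, the replicate block in DESeq2 120, and DESeq2 on transcripts not summed per gene 139. That threshold was chosen after the values were seen, and in edgeR and in DESeq2 it leaves out 5 of the 15 genes of Fig. 1B and Fig. 1D (red) that were compared.

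The paper reports 122 upregulated genes without a threshold, citing a separate report that also used gene ontology. The count here was 214 at a log2 fold change over 1. With the study's log2 ratio above 0.5, 400 genes were higher in edgeR and 303 in DESeq2, and with the adjusted p alone 646 and 396, all farther from the paper's value. At a log2 fold change over 1, of the alternatives set before the data were examined, scaling by library size only (174) and the stricter filter (158) were within 1.5 times the paper's value, and the others, between 186 and 287, were not. At a log2 fold change over 2, chosen after the values were seen, edgeR gave 102 higher genes, limma-voom 103, DESeq2 120, DESeq2 with shrunken fold changes 87, the replicate block in DESeq2 109, and DESeq2 on transcripts not summed per gene 123, again leaving out 5 of the 15 genes in edgeR and in DESeq2.

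The paper describes RNA polymerase III mRNA as upregulated. Over the 7 subunits tested here, 3 were higher and 4 lower (with library size only, 1 higher and 6 lower), with 1 called higher (Polr1d, log2 fold change 0.46) and 1 called lower (Polr3k, -0.42) by edgeR, and none called by DESeq2. Ddx58, Myd88 and Tbk1, which the paper names with it, were called higher by both edgeR and DESeq2.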

Other observations

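Of the tests below, those on ribosomal protein genes, on cell markers by the number of RefSeq transcripts, on equal falls of the leukocyte markers and on the NF-kB genes as a comparison for the spread of the ISGs were chosen after the results had been seen.

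As a group, genes with several RefSeq transcripts had lower counts than genes with 1, though not each of them. A mean of 10 or more counts was reached by 48.6% of the ribosomal protein genes with 2 or more transcripts and 95.7% of those with 1. Among ribosomal protein genes, the median of the mean counts was 1680.5 for the 47 genes with 1 RefSeq transcript and 9.5 for the 35 with 2 or more, a ratio of 176.9. The hypothesis that reads shared between transcripts of one gene were not kept was then tested on genes of the proteasome, the respiratory chain and eIF3, where the medians were 333.2 for 74 genes and 2.83 for 50 genes, a ratio of 117.6 (permutation test, two-sided p = 2e-05, the smallest that 100000 resamples can give in either family). These values are consistent with the hypothesis, while the study's methods state only that transcripts mapped to a single gene were retained. Of the 1076 genes called by edgeR, 834 (77.5%) had 1 RefSeq transcript, compared with 2955 (61.2%) of the 4830 tested.

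Leukocyte markers were counted in every library. Of 13 markers, 6 had 10 or more counts in each of the 6 libraries, which is what macrophages among the cultured cells could give. The most abundant, Lyz2, chosen after its values were seen, had between 777 and 1331 counts per library. Lymphocyte markers served as the comparison, and of the 5 in the table 1 also had 10 or more counts in each library (Cd3d, 11 to 18 counts, named after its values were seen). Over all markers the comparison therefore does not decide. By the number of RefSeq transcripts, the 6 leukocyte markers with 1 transcript all had 10 or more counts in each library (87 to 1331), while none of the 7 with 2 or more did (0 to 29). The 3 lymphocyte markers with 1 transcript had 0 to 2 counts per library, and Cd3d has 2 transcripts. As this split followed the values, macrophages remain an open explanation, and how many of these genes osteoblasts also express was not analysed here.

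The 7 leukocyte markers tested were all lower after infection, with a median log2 fold change of -0.45, from -0.88 for Ctss to -0.034 for Fcer1g (camera, adjusted p = 0.00392; fry, adjusted p = 0.00366; estimated correlation, adjusted p = 0.114). With no filter on low counts, all 13 markers were tested and 2 were higher. Their median was -0.24 on the scale of camera, where that of the 7 markers was -0.45. Without infected replicate C, Fcer1g was at 0.052. With library size only, Fcer1g was called lower (-0.28, adjusted p = 0.0352 from edgeR), where the median of all genes was -0.26. A lower share of macrophages would lower all markers alike, and the falls differed by more than their errors (Cochran's Q = 47.7 with 6 degrees of freedom), which argues against it as the whole cause. A change of transcription within the cells remains open.

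The osteoblast list could hardly be measured: 3 of its 14 genes were tested, with log2 fold changes from -0.076 for Phex to 0.065 for Col1a2, and none was called by edgeR with TMM or by DESeq2 (camera, adjusted p = 0.98). Col1a2 was called higher in limma-voom (0.065, adjusted p = 0.0383) and lower with library size only (-0.18, adjusted p = 9.3e-05), where the median of all genes was -0.26, so its direction is left open. The median and mean of the list were slightly below 0 on the scale of camera, and its direction was up. Fos, which the discussion names, rose by a log2 fold change of 1.68 (standard error 0.14). Nos2 and Nod2 had 1 count each over the 6 libraries and were not tested. Nos2 has 3 RefSeq transcripts and Nod2 has 4, of which 1 each is in the table. As such genes had lower counts as a group, these counts do not show that the genes were not expressed.

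The largest falls were those of Tent5b, Lfng, Otud1, Dio3 and Calhm5, with log2 fold changes of -2.83, -2.80, -2.77, -2.77 and -2.54. Otud1 and Dio3 had 6 counts each over the infected libraries, and with each library left out in turn Otud1 lay between -3.63 and -2.24 and Dio3 between -3.19 and -2.50, so the order of the 5 genes is uncertain. Each was lower in 3 of 3 infected libraries than in any uninfected library and was called by edgeR and DESeq2. No biological explanation was tested.

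ISGs varied more among the 3 infected libraries than NF-kB and chemokine genes. Over the 12 ISGs and 15 NF-kB and chemokine genes called higher with a mean of 50 or more counts in the infected libraries, the median SD of the log2 normalized counts was 0.32 and 0.078 (permutation test over genes, two-sided p = 2e-04, genes not being independent replicates). A stronger response as a whole in some libraries would have varied the NF-kB genes as much, and their median SD of 0.0776 argues against it. The ISGs have fewer counts, so unchanged genes with mean counts within 20% were compared. For the 11 ISGs with 10 or more such genes, the median SD was 0.35, compared with 0.119 in 10000 random lists of them (95% between 0.070 and 0.18), which argues against the noise of genes at this depth. For the NF-kB and chemokine genes only 6 had enough such genes, with 0.069 compared with 0.070. A candidate explanation is that the interferon response was at different stages in the 3 infected libraries, which was not tested.

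More genes had 10 or more counts in the uninfected libraries (4977 to 5339) than in the infected (4237 to 4660). Thinned to 703656 counts each, the lowest uninfected library still held 265 more such genes than the highest infected library, which argues against depth. With the genes raised over 2-fold left out and the rest thinned to 619268 counts, the difference was 111, but leaving these genes out itself takes more counted genes from the infected libraries, so whether the raised genes took up the counts cannot be told apart from fewer expressed genes.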
